A study of Bacillus subtilis with 31 samples.

How the data were processed

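RNA was measured by sequencing in 31 libraries of Bacillus subtilis strain NCIB 3610, an undomesticated strain that forms structured biofilms. Per the labels, 3 libraries came from a liquid culture in LB, a rich medium, 24 h after inoculation (group LC). The other 28 libraries came from biofilms on agar plates of MSgg, a defined medium used to grow biofilms. Biofilms were harvested at 6 h (6H), 12 h (12H), 1 day (1D), 2 days (2D), 3 days (3D), 5 days (5D), 7 days (7D), 14 days (14D), 1 month (1M) and 2 months (2M). All cultures were kept at 30 °C. Each group had 3 replicates except 2M, which had 1. The labels assign 6H to 1D to the early stage, 2D to 14D to the mid stage, and 1M and 2M to the late stage. LC differed from the biofilm groups in medium as well as in growth form, and at 24 h it was older than 6H and 12H. It is thus not an earlier time point of the biofilm series.

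The authors deposited a table of raw counts, whole numbers of reads per locus tag without normalization, for 4515 loci in the 31 libraries. Per the labels' protocols, biofilm samples were held in an RNA-stabilising reagent, total RNA was extracted with a column kit, and libraries were built by a standard RNA-seq procedure at a sequencing facility. The aligner, the counting tool, the use of strand, the genome build and any removal of ribosomal RNA are not given in the sources used here. Loci that overlap, lie antisense to each other or have near-identical copies can therefore share counts to an unknown extent.

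The files do not pair the locus tags with gene names. A reference table of strain 168 genes (assembly ASM904v1) was searched for the tags, and 0 of 4515 matched. No gene name is therefore given. The 7 gene lists (21 list tests) and 11 marker genes that had been fixed by symbol before the data were examined could not be evaluated.

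Counts were analysed in R 4.3.3 with edgeR 4.0.16. Loci with low counts were removed with filterByExpr by group at its default settings, which left 4446 loci. The 69 loci removed held at most 0.00313% of the counts of any library. Library sizes were scaled by the trimmed mean of M values (TMM). The quasi-likelihood F-test (glmQLFit with robust estimation, glmQLFTest) was fitted to the 30 libraries of the 10 replicated groups with 1 mean per group and no covariate, so that all groups shared 1 estimate of the spread. Loci with a Benjamini-Hochberg adjusted p under 0.05 over all tested loci are called changed. The contrasts were the 9 successive comparisons of sampling points, an F-test over the 9 biofilm groups 6H to 1M, the mean of the 5 mid groups against the mean of the 3 early groups, and 1M against the mean of the 5 mid groups. 2M was left out of the fit and is described without a test. Log2 CPM (counts scaled to a common library size) for correlations and principal components used TMM scaling and a prior count of 2. Loci were named by a rule set before the data were examined. For each comparison the rule took the locus with the largest rise and the one with the largest fall among changed loci with a mean log2 CPM of at least 5 and no overlap between the libraries of the compared groups (for stages, between the time-point means).

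Depth, in mega-counts (M), ranged from 7.62 M counts in 2M to 27.3 M in 2D replicate 1. Intervals on shares of a library are exact Clopper-Pearson binomial intervals at the 95% level. Reads without molecular identifiers are not independent molecules, so these intervals cover counting error only. Replicates were compared before averaging. A chi-square statistic on the counts of each replicate pair was 23.8 to 5561 per degree of freedom, so no pair agreed within sampling noise. At these depths even small variation between samples exceeds counting noise, so this outcome does not by itself mark a poor replicate.

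The test was tested on simulated counts drawn from the means and library sizes of the data with 200 loci changed by 2-fold or 4-fold. All groups were given the spread of the fit of 30 libraries, so this does not cover groups that differ in spread. Recovery was lowest for 1D vs 12H (76.5% of the 200 loci, 11 false calls among 4441 tested) and highest for mid vs early (98% of the 200 loci, 10 false calls among 4440 tested). For 14D vs 7D it gave 9 false calls, whereas simulations in which each group kept its own spread gave a median of 402. In the latter all loci of a group had 1 common spread, while the shared spread was set per locus. The 2 kinds of simulation thus differ in more than the sharing of the spread. Of loci changed 2-fold, those simulations found 60.2% in 14D vs 7D and 56% in 5D vs 3D, against 66% and 67% with the shared spread.

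Replicate numbers recur across groups, and the labels do not say that a number marks a shared batch. Whether same-numbered libraries deviate together from their group means was checked by correlation across loci. Over 135 same-numbered pairs the median r was -0.013. In 1 of the 9 successive comparisons, 14D vs 7D, all 3 pairs exceeded 0.1 (r = 0.354, 0.354 and 0.109). The numbers were therefore treated as pairing the libraries of that comparison only. Values of like size arose elsewhere, so passing this limit does not show a shared batch. They were 0.309, 0.089 and 0.107 in 12H vs 6H and -0.441, -0.100 and -0.411 in 1M vs 14D. The fit with the replicate number as a block was run as an alternative.

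The alternatives set before the data were examined were RLE and total-count scaling, no filter, a filter at a mean of 10 CPM, the 10 loci most abundant over the 30 libraries left out, an added log2 fold change limit of 1, a fit of only the compared groups, the replicate block, DESeq2 1.42.0, and each library left out in turn. For correlations they were a prior count of 0.5, the 10 CPM filter and Spearman's rho. A fit without 14D, limma 3.58.1 (voom with a quality weight per group), and a fit of 7D and 14D alone with the replicate block were added after the data had been seen. Figures were drawn with matplotlib 3.10.9.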

Results

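The transcriptome of B. subtilis NCIB 3610 was followed over 11 sampling points, a liquid culture and biofilms on agar of 6 h to 2 months. Counts were given for 4515 locus tags in 31 libraries, with 3 libraries per group except 2M. Mean totals per group ranged from 16.9 ± 2.81 M counts (14D, SD, n = 3) to 26.1 ± 1.05 M (2D, SD, n = 3). The single 2M library held 7.62 M counts, and the median count per locus there was 34. In the other libraries the median ranged from 117 (14D replicate 2) to 1539 (2D replicate 1). At 0 counts were 210 loci in 2M and 19 loci in 2D replicate 2, the fewest of any library.

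The share of counts held by the 10 most abundant loci of a library differed between groups. It was 29.8 ± 0.66% in LC (SD, n = 3), 14.2 ± 0.38% in 6H, 24.0 ± 0.92% in 12H and 20.3 ± 2.25% in 1D. In the mid stage it was 16.3 ± 1.28% in 2D, 11.2 ± 1.72% in 3D, 10.4 ± 0.12% in 5D and 14.5 ± 4.14% in 7D. In 14D the mean was 56.8 ± 41.3% because the replicates differed. Replicate 1 had 9.05% (95% interval 9.04 to 9.06), replicate 2 had 81.7% (81.69 to 81.73) and replicate 3 had 79.6% (79.56 to 79.60). The share was 45.8 ± 13.4% in 1M and 72.9% (72.82 to 72.89) in 2M. The TMM factors ran from 0.155 in 2M and 0.254 in 14D replicate 2 to 1.62 in 14D replicate 1.

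**Figure D1:**
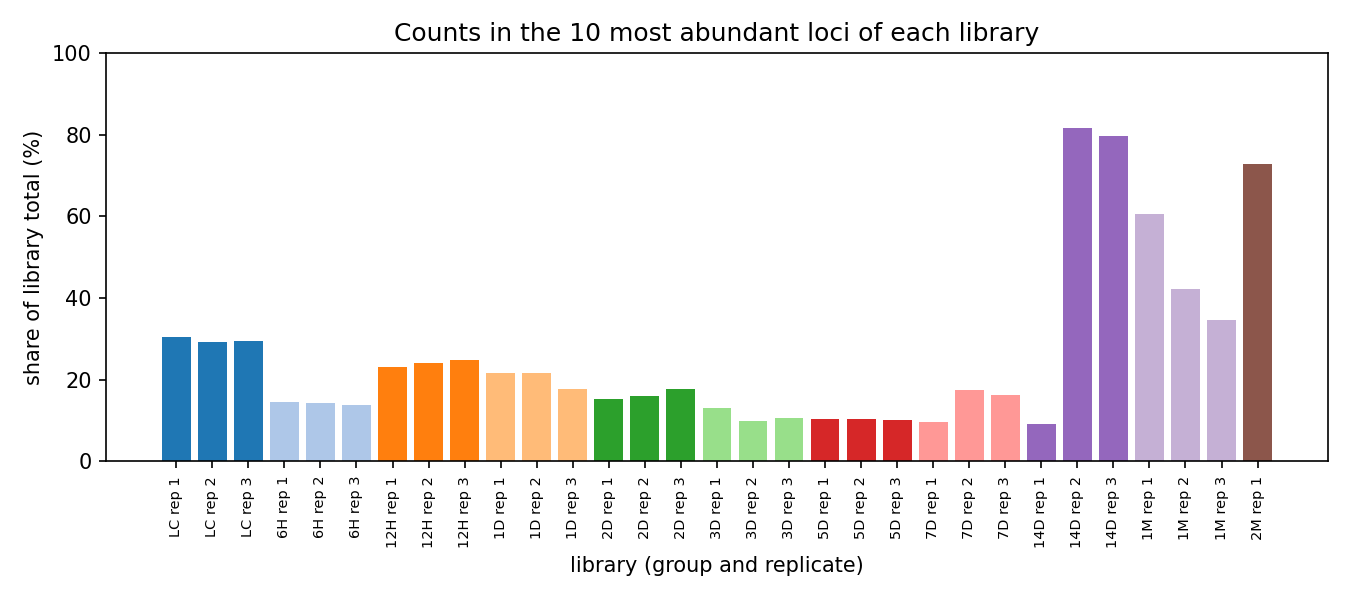
Share of each library's total counts (%) held by its 10 most abundant loci, 1 bar per library, coloured by group. Replicates 2 and 3 of 14D reach 81.7% and 79.6%, while replicate 1 of 14D has 9.05%.

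Replicates were compared by Pearson correlation of log2 CPM across the 4446 tested loci, which are not independent replicates. The median r within groups was at least 0.967 in 9 of the 10 replicated groups, the highest being 0.996 in 6H and 5D. Within 14D it was 0.874. Replicates 2 and 3 of 14D correlated at 0.980, whereas replicate 1 correlated with them at a mean of 0.869. Replicate 1 of 14D correlated at 0.952 to 0.958 with the 7D libraries, which correlated with each other at 0.975 to 0.993. Of the 4446 loci, 1258 were more than 1 log2 unit higher and 666 more than 1 log2 unit lower in 14D replicate 1 than in the mean of replicates 2 and 3. The median SD of a locus within a group was 0.098 log2 units in 5D, 0.29 in 1M and 0.55 in 14D.

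Successive sampling points differed most between LC and 6H (median r = 0.626) and between 1D and 2D (0.814). Between the other successive replicated groups the median r was 0.915 (6H to 12H), 0.946 (12H to 1D), 0.955 (2D to 3D), 0.973 (3D to 5D), 0.967 (5D to 7D), 0.863 (7D to 14D) and 0.894 (14D to 1M). The filter at a mean of 10 CPM moved these values most, and lowered the LC to 6H value to 0.479 and the 1D to 2D value to 0.696. The first 3 principal components of log2 CPM held 54.5%, 19.3% and 8.29% of the variance. The early libraries lay apart from all others on the first component, and LC lay apart on the second.

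**Figure D2:**
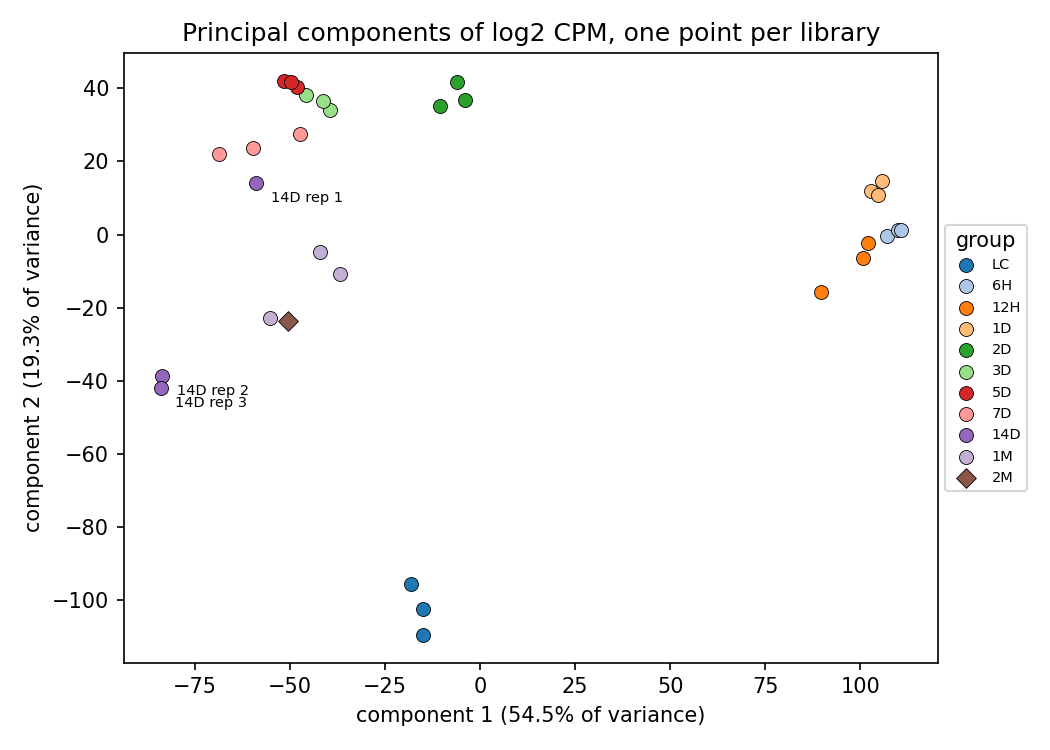
Principal components 1 and 2 of log2 CPM (TMM scaling, prior count 2) with 1 point per library, coloured by group. The 9 early libraries (6H, 12H, 1D) lie at the right, LC at the bottom, and 14D replicate 1 lies nearer to 7D than to 14D replicates 2 and 3.

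How far expression changed from each sampling point to the next was tested with edgeR's quasi-likelihood test in the fit of 30 libraries. LC and 6H differ in medium, in growth form and in culture age (24 h against 6 h). Between them 3774 of 4446 loci (84.9%) changed, 1862 higher and 1912 lower in 6H. Of these, 3148 changed by more than 1 log2 unit. The libraries of these groups did not overlap at 3899 loci (87.7%), where chance gives 10%. Within the biofilm series, 2243 loci changed from 6H to 12H (1207 higher, 1036 lower) and 1698 from 12H to 1D (741 higher, 957 lower). From 1D to 2D, where the labels place the passage from the early to the mid stage, 2243 changed (1341 higher, 902 lower), of which 1391 by more than 1 log2 unit. That last number was the largest of the 8 successive comparisons within the biofilm series. From 2D to 3D 1612 loci changed (960 higher, 652 lower), and from 7D to 14D and from 14D to 1M 2269 (977 higher, 1292 lower) and 2058 (1109 higher, 949 lower). The alternative that moved these counts by the largest ratio was total-count scaling for 5D vs 3D, which gave 24 loci in place of 650.

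The smallest counts were 650 for 5D vs 3D (363 higher, 287 lower) and 641 for 7D vs 5D (303 higher, 338 lower). Both moved on leaving out single libraries, and both depended on 14D, which shares its spread with all groups in this fit. Leaving out any 1 library of the compared groups gave 329 to 500 loci for 5D vs 3D and 370 to 672 for 7D vs 5D. Such a fit has fewer libraries, so a fall need not mark a particular library. For 5D vs 3D the count was 329 without 3D replicate 1, 345 without 3D replicate 3, 386 without 5D replicate 1 and 336 without 5D replicate 3. For 7D vs 5D it was 426 without 5D replicate 1, 370 without 5D replicate 3 and 411 without 7D replicate 2. With the 14D group left out of the fit the counts were 1269 and 1306.

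The order of the comparisons depended on which groups were fitted together. A fit of the 2 compared groups has its own spread, and its filter and TMM scaling are also redone. Fitted on the 2 compared groups alone, the counts were 3755 for 6H vs LC, 2667 for 12H vs 6H, 2235 for 1D vs 12H, 3175 for 2D vs 1D, 2901 for 3D vs 2D and 2334 for 5D vs 3D. For 7D vs 5D the count was 1222, for 14D vs 7D 394 and for 1M vs 14D 464. Of those 464 loci, 98 were higher and 366 lower in 1M, against 1109 and 949 in the fit of 30 libraries. The comparisons with 14D thus had the smallest counts in these fits and were among the larger ones in the fit of 30 libraries. With limma voom and a weight per group, which kept the filter and scaling of the 30 libraries, their counts were also the smallest. They were 493 for 14D vs 7D and 525 for 1M vs 14D. For 14D vs 7D, whose same-numbered libraries deviated together, the 2-group fit with the replicate number as a block gave 204 loci. The libraries of 14D and 7D overlapped at 692 of the 2269 changed loci (30.5%), and those of 1M and 14D at 766 of the 2058 (37.2%). In the other 7 successive comparisons that share was at most 2.44%.

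**Figure D3:**
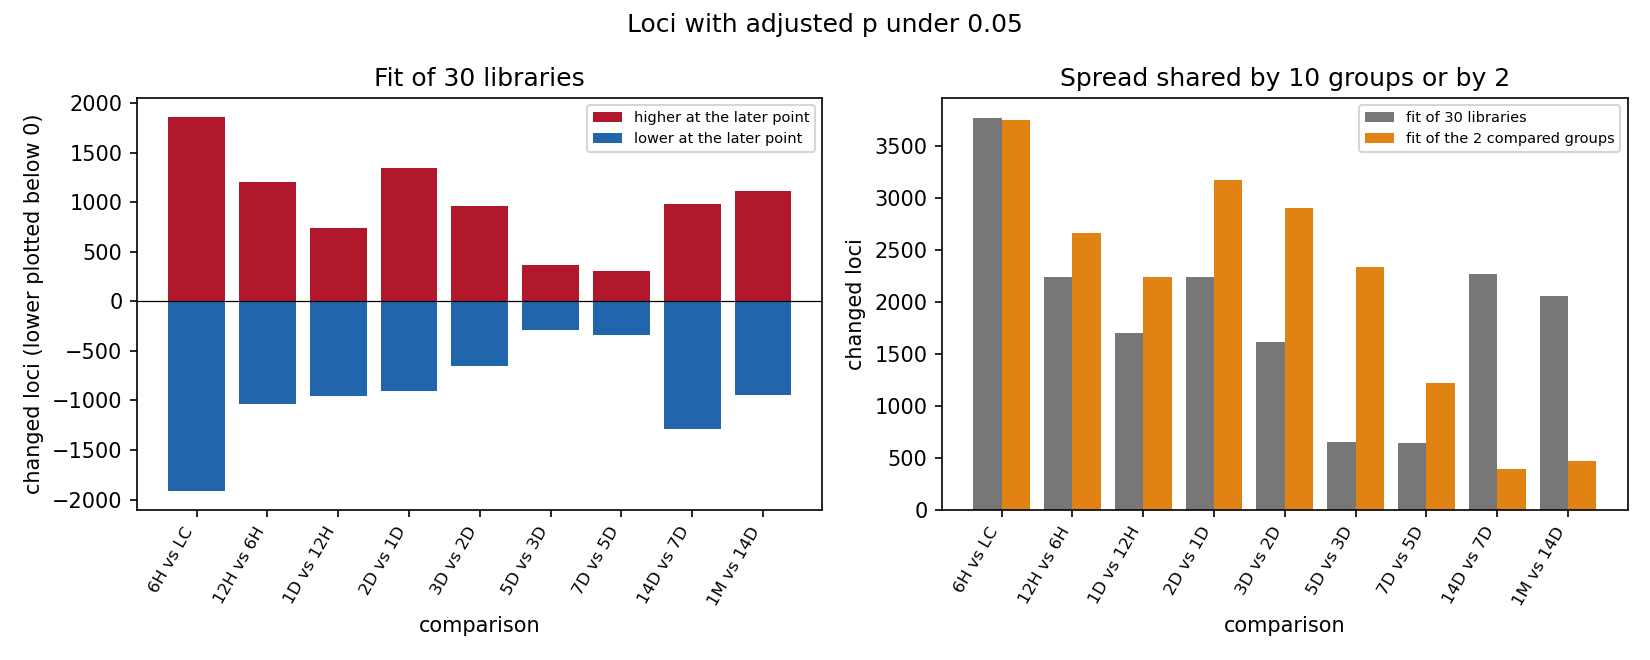
Loci with an adjusted p under 0.05 (edgeR) in each successive comparison. Left, loci higher (above 0) and lower (below 0) at the later point in the fit of 30 libraries. Right, totals in that fit (grey) and in a fit of the 2 compared groups (orange); 14D vs 7D falls from 2269 to 394 and 5D vs 3D rises from 650 to 2334. RLE scaling lowers the share of higher loci in 2D vs 1D from 59.8% to 49.0%.

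The split into higher and lower loci depended on scaling in several comparisons. With RLE scaling, 49.0% of the loci changed from 1D to 2D were higher, against 59.8% with TMM. With total-count scaling 3.99% of the loci changed from 7D to 14D were higher, against 43.1% with TMM. A difference between the numbers of higher and lower loci is therefore relative to the scaling and the fit.

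Over the 9 biofilm groups from 6H to 1M, 4314 of 4446 loci (97.0%) changed by edgeR's F-test. The filter at a mean of 10 CPM moved this count most, to 3653, but only 3711 loci were tested under it. Among alternatives that tested all 4446 loci, total-count scaling moved it most, to 3663. Of all tested loci, 276 changed in none of the 8 successive comparisons within the biofilm series and 9 changed in all 8.

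The labels' stages were compared through the means of their time points. The test uses the spread between libraries within time points, so it does not measure variation among the time points of a stage. Between the mid stage (5 time points, 15 libraries) and the early stage (3 time points, 9 libraries) 3781 loci (85.0%) changed, 1920 higher and 1861 lower in the mid stage. Requiring a change of more than 1 log2 unit, the alternative that moved this count most, left 2231. Between 1M, the replicated late time point, and the mid stage 2552 loci (57.4%) changed, 1195 higher and 1357 lower in 1M. The same requirement left 1176. With total-count scaling 8.84% of the 2364 loci changed between 1M and the mid stage were higher, against 46.8% with TMM.

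Because the tags are not paired with gene names, 4 loci are given by tag, those the naming rule took for the stage comparisons. The largest rise from the early to the mid stage was at B4U62_19435, with a log2 fold change of 11.87 (SE 0.45, edgeR adjusted p = 5.45e-18). Its TMM-scaled CPM was 0.707 ± 0.199 in 6H, 3.8 ± 3.24 in 12H and 1.71 ± 1.06 in 1D (SD, n = 3 each). It was 1821 ± 293 in 2D and 14824 ± 6735 in 7D. In LC it was 134.5 ± 69.2. All 15 mid libraries lay above all 9 early ones. The largest fall was at B4U62_15575 (log2 fold change -5.65, SE 0.16, adjusted p = 1.68e-20). Its CPM was 325.1 ± 12.6 in 6H, 1291 ± 284 in 12H and 197.0 ± 24.8 in 1D. In the mid groups the mean ran from 5.38 ± 0.52 in 2D to 26.8 ± 15.8 in 14D, and all 15 mid libraries lay below all 9 early ones.

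From the mid stage to 1M the largest rise was at B4U62_05270 (log2 fold change 8.03, SE 0.35, edgeR adjusted p = 4.2e-15). Its CPM was 63.4 ± 13.5 in 7D, 972.5 ± 877.1 in 14D and 26259 ± 20738 in 1M (SD, n = 3 each). The 3 1M libraries all lay above the 15 mid libraries, the highest of which had 1895 CPM. The largest fall was at B4U62_06705 (log2 fold change -2.92, SE 0.25, adjusted p = 6.96e-10). Its mean CPM in the mid groups ran from 228.7 ± 44.3 in 2D to 1314 ± 331 in 7D, and it was 101.9 ± 25.7 in 1M. Here all 3 1M libraries lay below the 15 mid libraries. Leaving out each library in turn gave log2 fold changes of 11.71 to 12.18, -5.73 to -5.56, 7.16 to 8.35 and -3.14 to -2.80 for these 4 loci, in the order given. Over all 11 comparisons with a named rise and fall, the rises ranged from 2.24 to 11.87 and the falls from -10.27 to -2.32 on the log2 scale.

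**Figure D4:**
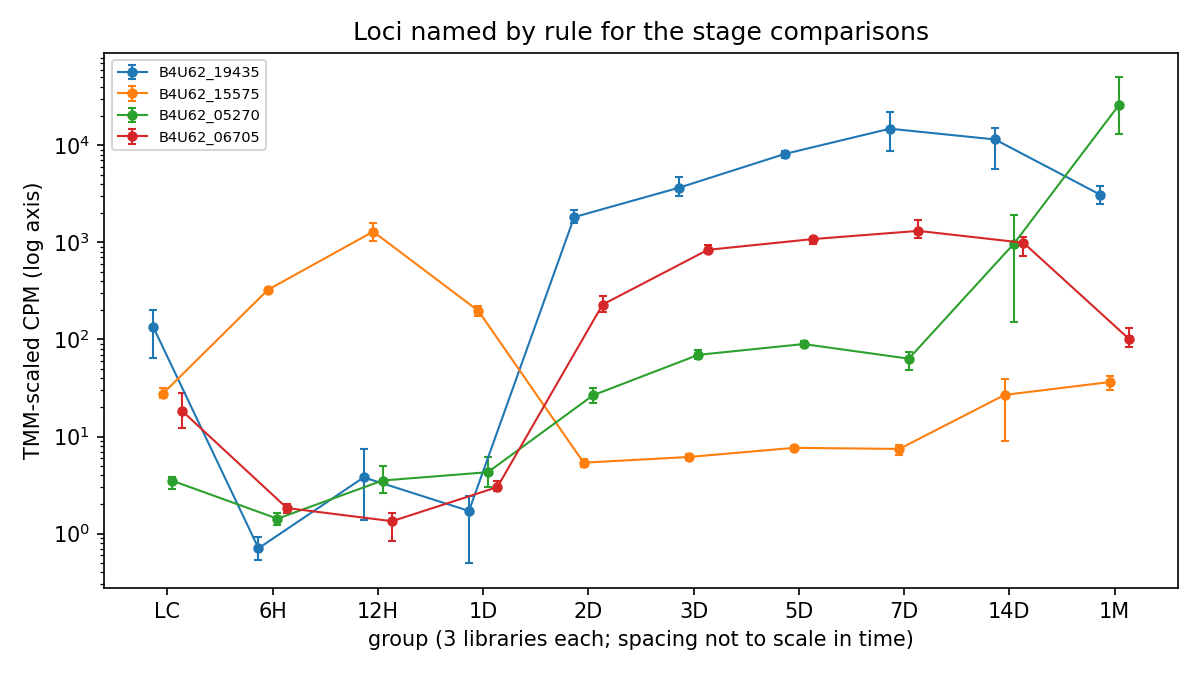
TMM-scaled CPM (log axis) of the 4 loci named for the stage comparisons in the 10 replicated groups. Points are means of 3 libraries and bars run from the lowest to the highest library; B4U62_19435 stays below 10 CPM in the 9 early libraries and lies above 1594 CPM in every mid library.

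The 2M library was compared with 1M without a test, since it has no replicate. Its median r with the 1M libraries was 0.91 (0.908 to 0.915), against 0.966 to 0.981 between the 1M libraries. It lay outside the range of the 3 1M libraries at 3190 of 4446 loci (71.7%), where 50% would follow if the 4 libraries were exchangeable. Each 1M library set against the other 3 libraries in the same way lay outside at 36.3% to 49.1% of loci. Relative to the 1M mean, 448 loci were more than 1 log2 unit higher in 2M and 723 more than 1 log2 unit lower. The 210 loci at 0 in 2M were not detectable at its depth of 7.62 M counts, where a count of 0 allows up to 3 counts.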

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

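Both tests on 2M, of its correlation without its abundant loci and of depth, were chosen in this form after their results had been seen. The single 2M library, which no test used, stood out because its 10 most abundant loci held 72.9% of its counts, against at most 30.5% in an LC library. It was not alone in this, since 14D replicates 2 and 3 (81.7% and 79.6%) and all 3 1M libraries (34.6% to 60.6%) also lay above LC. The values of the 10 loci most abundant in 2M do not by themselves account for the distance between 2M and 1M. Without those loci the mean correlation of 2M with 1M was 0.909, below the lowest value of 0.965 between 1M libraries. Leaving out so few loci does not test an effect of their abundance on the other loci. Nor does depth at the typical locus account for all of the distance. Outside those 10 loci 2M had 2.07 M counts with a median of 35 per locus. Thinned once at random to that median, the 1M libraries still correlated at 0.957 or more with each other, while 2M correlated with them at a mean of 0.924. Among all groups 2M correlated best with 1M, so the data give no sign of a label from another sampled time point. Age and anything particular to this 1 library, such as RNA quality or its preparation, stay open and were not tested.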

How the results depend on the processing

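The fit without 14D, limma voom with group weights, and the fit of 7D and 14D alone with a replicate block were chosen after the data had been seen, as was the range for near-even cases. No named locus changed direction under any alternative run, but the majority among higher and lower loci changed in 25 cases (libraries left out aside), none of them in 3D vs 2D or 5D vs 3D. Most were near even, since in 20 of the 25 cases the share of higher loci under the alternative lay within 45% to 55%. Of the 25, 14 came with another scaling (RLE, total counts or the size factors of DESeq2), which shifts all loci of a comparison alike. The fits of only the compared groups are not among those 14, though they redo the TMM scaling as well as the filter and the spread. The cases that were not near even were these. In 1M vs 14D, 1109 higher and 949 lower became 98 and 366 with only the compared groups, 178 and 347 with limma voom and 133 and 344 with total-count scaling. In 6H vs LC 1862 and 1912 became 2021 and 1008 with total-count scaling. In 14D vs 7D 977 and 1292 became 220 and 174 with only the compared groups. With limma voom, which kept the TMM scaling of the 30 libraries, 14D vs 7D gave 229 higher and 264 lower. The order of the comparisons by count changed too, with 14D vs 7D among the larger counts in the fit of 30 libraries and the smallest with only the compared groups. The 6H vs LC count and the count over all biofilm time points stayed within 1.5 times their values under every alternative.

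With total-count scaling the counts fell to 670 (12H vs 6H), 303 (1D vs 12H), 1048 (2D vs 1D), 162 (3D vs 2D), 24 (5D vs 3D), 55 (7D vs 5D), 1153 (14D vs 7D) and 477 (1M vs 14D). With a log2 fold change limit of 1 added they were 1132, 854, 1391, 722, 223, 235, 1156 and 1061 in the same order, 2231 for mid vs early and 1176 for late vs mid; the added limit itself is the cause. With only the compared groups in the fit they were 2901 (3D vs 2D), 2334 (5D vs 3D), 1222 (7D vs 5D), 394 (14D vs 7D) and 464 (1M vs 14D). With limma voom and a weight per group the same 5 counts were 2967, 2410, 1358, 493 and 525. The weight was 0.134 for 14D and 2.91 for 5D. Without 14D in the fit, 5D vs 3D gave 1269 and 7D vs 5D 1306, and all 650 and 641 loci called with 14D in the fit were among them. DESeq2, RLE scaling, no filter, the 10 CPM filter and leaving out the 10 loci most abundant over the 30 libraries kept every count within 1.5 times. Apart from the test of the shared spread reported among the other observations, the cause of these shifts was not tested.

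Leaving out 1 library gave 329 to 500 loci for 5D vs 3D and 370 to 672 for 7D vs 5D, with fewer libraries to estimate the spread. The first fell by more than 1.5 times without 3D replicate 1 (329), 3D replicate 3 (345), 5D replicate 1 (386) or 5D replicate 3 (336), and the second without 5D replicate 1 (426), 5D replicate 3 (370) or 7D replicate 2 (411). The other counts stayed within 1.5 times, among them 1650 to 3117 for 14D vs 7D (the highest without 14D replicate 1) and 1624 to 2887 for 1M vs 14D (the highest also without 14D replicate 1). The majority changed in 6 comparisons on leaving out a library. Higher and lower loci were 1847 and 1812 in 6H vs LC without LC replicate 3, 167 and 178 in 5D vs 3D without 3D replicate 3, and 349 and 323 or 214 and 197 in 7D vs 5D without 7D replicate 1 or 2. They were 790 and 856 in 1M vs 14D without 14D replicate 2, and without 14D replicate 1 1916 and 1996 in mid vs early and 1415 and 1404 in late vs mid.

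With the replicate number as a block in the fit of 30 libraries, 14D vs 7D gave 2249 loci and 2D vs 1D 2208, and no count moved by more than 1.5 times. Same-numbered libraries of 14D and 7D deviated together, and a fit of these groups alone with the replicate block gave 204 loci, against 394 without the block. In the other comparisons the libraries shared only a number, and the block changed no other call among the loci named.

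Scaling moved the median log2 fold change of all tested loci. Total-count scaling moved it to 0.87 from -0.07 in 6H vs LC, to -0.53 from -0.01 in 12H vs 6H, to 0.38 from 0.03 in 1D vs 12H, to 0.14 from 0.02 in 2D vs 1D, to -1.03 from -0.17 in 14D vs 7D, to -0.07 from 0.12 in 1M vs 14D and to -1.03 from -0.08 in late vs mid. RLE scaling moved it to -0.38 in 6H vs LC, to -0.12 in 2D vs 1D, to -0.04 in 14D vs 7D and to -0.10 from 0.02 in mid vs early. The share of higher loci moved by over 10 percentage points in 2D vs 1D, from 59.8% to 49.0% (RLE), 48.2% (DESeq2) and 86.4% (total counts). Under total-count scaling it also moved in 6H vs LC (66.7% from 49.3%), 5D vs 3D (95.8% from 55.8%), 14D vs 7D (3.99% from 43.1%), 1M vs 14D (27.9% from 53.9%) and late vs mid (8.84% from 46.8%).

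Of the loci named by rule, 3 lost significance in 1 alternative each with the same direction: the fall in 5D vs 3D under total-count scaling (log2 fold change -2.29), the rise in 1M vs 14D with limma voom (5.26) and the rise in 14D vs 7D in the 2-group fit with the block (4.89). The correlation of 2M with 1M was 0.893 with a prior count of 0.5 and 0.931 by Spearman's rho. Depth limits mainly 2M and 14D replicates 2 and 3, which had 2.93, 3.55 and 3.71 M counts outside the 10 loci most abundant over the 30 libraries. The 21 list tests, the 11 marker genes and their alternatives were not run because no tag could be paired with a symbol.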

Other observations

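The following tests were chosen or had their outcome written down only after the result had been seen: the counts of other splits, the divisions of the time points, the simulation of unequal spread, the 4 tests on 14D replicate 1 and the thinning of libraries, the count of loci that follow B4U62_00055, and the shuffled windows. The tests of LC similarity, of depth for the abundant loci and of correlation 5 tags apart were set before their values were seen.

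Whether chance division of the libraries gives as many changed loci was counted. For each successive comparison the 6 libraries can be split 3 against 3 in 10 ways, so a share under 0.05 cannot be reached and this share alone cannot exclude chance. The labelled split alone (1 of 10 splits) reached its count in 6H vs LC, 12H vs 6H, 1D vs 12H, 2D vs 1D, 3D vs 2D, 5D vs 3D, 7D vs 5D and 14D vs 7D. In the 7 comparisons without 14D, all 9 other splits gave 0 loci by edgeR, against 641 to 3774 for the labelled splits. At an unadjusted p under 0.05 the other splits gave 12 to 368 loci and the labelled ones 1247 to 3804. A split that mixes groups also widens the spread within its parts, which lowers its count. In 1M vs 14D, 2 of 10 splits reached the labelled count, because setting 14D replicate 1 with 1M replicates 2 and 3 gave 2067 loci against 2058. In 14D vs 7D, splits other than the labelled one gave up to 1829 loci. Among the splits that, like the labelled one, part all 3 same-numbered pairs, the other 3 gave at most 1250. For the change across biofilm time points, mid vs early and late vs mid, 100 splits were drawn for each, and 1 of 100, the labelled one, reached its count in each. The highest other splits gave 2036, 2215 and 1988 loci. These splits break up time points whose libraries are alike, which by itself lowers the counts. They exclude a random assignment of single libraries, but say nothing about which time points belong together.

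Dividing whole time points keeps the libraries of each together. The test still uses the spread between libraries within time points, so its p-values do not measure variation among time points. Of the 56 ways to divide the 8 early and mid time points 3 against 5, 1 gave as many loci as the labelled early and mid stages (3781). The next, with 5D, 7D and 14D set apart, gave 3722, and the lowest gave 1504. The late stage was less distinct. Of the 6 ways to set 1 of the mid time points or 1M apart from the rest, 3 gave as many loci as 1M (2552), since setting 2D apart gave 2927 and 14D gave 2818. The count for late vs mid is thus not specific to 1M.

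The pooled spread is a candidate explanation for the high counts in comparisons with 14D. The biological coefficient of variation estimated per group was 0.525 in 14D and 0.0856 in 5D, against 0.232 in the pooled fit. In 10 simulations with each group's own spread, a median of 402 unchanged loci (368 to 513) were called for 14D vs 7D in the fit of all groups. Among 200 simulated loci with a 2-fold change, that fit found 60.2% in 14D vs 7D and 56% in 5D vs 3D. The edgeR fit of the 2 groups alone found 96.2% in 5D vs 3D but a median of 0% in 14D vs 7D, where it made a median of 0 false calls. At an unadjusted p under 0.05 it found 48.5% in 14D vs 7D and called 221.5 unchanged loci. The 2269 loci reported for 14D vs 7D may therefore include false calls, and the 650 for 5D vs 3D may be too few. The simulations do not give the number of false calls in the data. All loci of a group had 1 common spread in them, and libraries were drawn independently. They thus leave out loci that differ in spread and the distance of 14D replicate 1 from replicates 2 and 3. Nor do they show how a pairing of same-numbered 14D and 7D libraries would change the false calls. The 394 and 204 loci of the 2-group fits of 14D vs 7D may in turn be low because those fits lose power, so neither fit gives a reliable number for 14D vs 7D.

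Replicate 1 of 14D lay apart from replicates 2 and 3 and near to 7D. The values of the abundant loci themselves do not account for this. Its mean correlation with the other 14D libraries was 0.869 with and without the 10 loci most abundant over the 30 libraries. Without the 18 loci that were among the 10 most abundant in any 14D library it was 0.873, while the lowest within any other group was 0.965. Leaving out so few of the tested loci can hardly move a correlation. It therefore does not test an effect of the abundant loci on the other loci. Depth does not account for the distance of replicate 1 either. Replicates 2 and 3, the 14D libraries with few counts outside those loci, correlated with each other at 0.980. With every library thinned once at random to a median of 121 counts over the loci outside those 18, the lowest correlation within any other group was 0.966 and the mean of replicate 1 with replicates 2 and 3 was 0.874. A swap with another library in this series would leave a partner out of place, and 0 libraries outside 14D lay closer to another group than to their own. A library of another sampled time point under this label would match that group, but the closest, 7D, fell short by -0.023 between the lowest correlation with 14D replicate 1 and the lowest within 7D. What stays open, untested, is that biofilms of the same age differed in progress, that 1 was harvested at an age not sampled here, or that replicates 2 and 3 were handled differently.

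In 14D replicates 2 and 3, 3 loci held most of the counts. They were chosen after their values were seen. B4U62_00125 had 37.9% (95% interval 37.90 to 37.95) and 44.1% (44.03 to 44.08) of counts there against 1.1% (1.09 to 1.10) in replicate 1. B4U62_00055 had 22.2% (22.16 to 22.21) and 15.98% (15.96 to 15.996), and B4U62_00040 had 11.8% (11.76 to 11.79) and 8.25% (8.23 to 8.26). The last 2 also differed between replicates elsewhere. In 3D, B4U62_00055 had 2.05% (2.04 to 2.05) in replicate 1 and 0.147% (0.145 to 0.149) in replicate 2. Their deviations from the group means of log2 CPM moved together over 30 libraries (Pearson's r = 0.995, Spearman's rho = 0.990). They were not a pair apart, since 11 loci followed B4U62_00055 at r of at least 0.95, and 1 of them, B4U62_00170, more closely (r = 0.998) than B4U62_00040 did. In the 2M library B4U62_00055 held 19.4% of counts (19.39 to 19.45), B4U62_00040 8.32% (8.30 to 8.34) and B4U62_00125 5.87% (5.85 to 5.89). No p is given, because these loci were picked for their shared excess in the same libraries. Without the 2 libraries farthest from the median r was 0.989, and without 14D 0.987. The SD of these deviations exceeded that of 99.7% of tested loci for B4U62_00055. Library depth accounts for little of it, as the deviation of B4U62_00055 correlated with that of the library total at r = -0.272 (permutation p = 0.27, rho = -0.276, p = 0.226; r = -0.062 without the 2 farthest libraries). Reads shared between near-identical copies, or an RNA class removed to a varying degree before sequencing, are candidate explanations for the joint variation of these loci. Neither was tested, since the sequences and names of these loci are not given in the sources used here.

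The transcript profile of 1M lay closer to that of LC than those of the early biofilm groups did. Across loci the median r with LC was 0.626 in 6H, 0.667 in 12H, 0.626 in 1D, 0.725 in 2D, 0.732 in 3D, 0.712 in 5D, 0.742 in 7D, 0.753 in 14D and 0.778 in 1M. Every 1M library correlated with every LC library at 0.743 or more, above the highest early value of 0.709. The 2M library, the oldest, correlated with the LC libraries at 0.729, 0.735 and 0.698, below every 1M value and partly below that early value, so closeness to LC did not rise steadily with age. Without the 10 loci most abundant over the 30 libraries the lowest 1M value was 0.737 and the highest early value 0.705. Over the 3711 loci with a mean of at least 10 CPM they were 0.658 and 0.602. Neither the values of the abundant loci nor loci near the counting floor account for the order of 1M and the early groups. An effect of the abundant loci on the other loci was not tested in this way. No biological explanation was tested.

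Loci with neighbouring tag numbers changed together. The files do not state that tags follow the genome, so this treats table order as a stand-in. The correlation of log2 fold changes across loci for mid vs early was 0.558 between adjoining tags, 0.360 at 2 tags apart, 0.151 at 5 tags apart and 0.009 at 50. In 1000 shuffled orders the highest at 5 tags apart was 0.044. Reads shared by adjoining loci would act between direct neighbours and so do not account for the value at 5 tags. Transcription in multi-gene units may underlie the rest, which was not tested.

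A stretch of 31 consecutive tested tags from B4U62_10665 to B4U62_10815, chosen after its values were seen, had the highest windowed median in mid vs early, 5 log2 units. Of these tags 26 rose past the threshold. The highest window median in 100 shuffled orders was 2.59, so an arrangement of independent loci by chance does not account for it. The mean log2 CPM of the stretch was 1.46 ± 0.05 in 1D, 5.04 ± 0.16 in 2D and 6.29 ± 0.43 in 7D (SD, n = 3 each). It was 4.23 ± 0.14 in 1M, 3.5 in the 2M library and 2.3 ± 0.27 in LC. In 2D vs 1D alone, 24 of the 31 tags were higher and 22 past the threshold, with a median of 4.18 log2 units, so 7 tags did not rise. A joint switch of part of this stretch between day 1 and day 2 is a candidate explanation, and a change in its DNA copy number was not tested.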
